A study of Drosophila melanogaster with 8 samples. Its data were reported in "Genome-wide studies reveal novel and distinct biological pathways regulated by SIN3 isoforms" (2016).

How the data were processed

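Chromatin from S2 lines expressing HA-tagged SIN3 187 or SIN3 220 was cross-linked with formaldehyde, cut by MNase and sonication, and precipitated with an antibody against the HA tag. Input DNA from the same chromatin served as the control. There were 2 replicates of the immunoprecipitate and 2 of the input for each isoform, 8 samples in all, and groups and replicate numbers were taken from the sample titles.

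The authors aligned the reads to the dm3 build with Bowtie2, kept uniquely mapped reads, and called peaks with MACS2 against the input with duplicate reads retained. The names of the peaks in the unfiltered lists show that both replicates had been joined into 1 data set before the peaks were called. The deposited unfiltered lists give, for each peak, its position and summit, a score, a ratio (the fold enrichment at the summit over the local input background), and the -log10 of the p-value and of the q-value, all computed by the authors with MACS2. The deposited filtered lists give positions alone. As described in the study, they hold the peaks that passed an irreproducible discovery rate (IDR) threshold, which compares the ranks of peaks between replicates, and that were at least 3-fold enriched. The IDR threshold is stated in different ways in the text of the study. The filtered lists are recorded under input samples but hold the peaks of the immunoprecipitates. Their starts count from 1 and those of the unfiltered lists from 0, and all positions are given here counting from 1.

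Joining the replicates raises the depth behind each peak, but leaves no value per replicate, so no test between the isoforms was made and no p-values were computed. Keeping duplicate reads lets amplified fragments add to the pileup, so intervals here cover counting error alone. The score, fold enrichment and p-values are the authors' values for each peak. They were used directly only to describe, rank or filter peaks within 1 list. The pileup and background recovered from the fold enrichment and p-value were also compared between the lists. No gene was assigned, because the annotation held was of another genome build and positions were not converted. The shares of peaks by genomic feature, the genes assigned to peaks and the peaks at copper-responsive and construct-derived loci, which had been planned, were therefore not analysed here.

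Filtered peaks were matched to unfiltered peaks on chromosome, start and end. Overlap was computed with numba 0.67.0 and numpy 2.4.6 in Python 3.11.15, with pandas 2.3.3, and the main rule was that bases shared with 1 peak of the other list covered at least 50% of the peak itself. Shares have 95% exact (Clopper-Pearson) binomial intervals from scipy 1.17.1. Differences in share between X and the autosomal arms, averaged over deciles with the X peaks in each as weights, have 95% normal intervals. The ratio of median backgrounds has a 95% percentile interval from 1000 bootstrap samples of peaks. For random placement, each peak of the other list was placed 1000 times at random on its own chromosome, between the first and last peak of either unfiltered list. Isoform-only medians were set beside 10000 random draws of as many peaks. The 3 peaks of highest fold enrichment among shared peaks, and the 3 among peaks meeting no peak of the other unfiltered list by 1 bp, were named for each list by a rule fixed before the data were examined.

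The pileup and the background at each summit were recovered from the deposited fold enrichment and -log10 p-value. The fold enrichment was taken as the pileup plus 1 over the background plus 1, and the p-value as the Poisson probability of more than the pileup. A recovered pileup was counted as whole within 0.05 of a whole number. For 1 SIN3 187HA peak, on 2R at 13455390 to 13456704, no solution was found. The background of a peak is the largest of a local and a genome-wide estimate, so the lowest value in a list is a floor. It was taken as a guide to depth and not as a measure of total reads. Runs of raised background were sets of at least 5 neighbouring unfiltered peaks with gaps of up to 50 kb, each with at least 4 times the median background of the list.

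The code was tested on simulated data. In a simulated list with 3000 planted overlaps, 0 were missed and 0 others were called. The overlap flags of both filtered lists differed from those of bedtools 2.31.1 for 0 peaks over 5 overlap rules. Pileup and background were recovered for 100% of 1000 simulated peaks. The simulation used the formulas that the recovery inverts, so it checks the code and not the formulas. Its backgrounds lay below those of the highest run and of the single highest peaks described here, so it does not cover them. Figures were drawn with matplotlib 3.10.9. Alternatives tried were other overlap rules, thresholds of 4-fold and 5-fold, unfiltered lists, equal numbers of peaks, merging over gaps of up to 100 bp, the 5 arms alone, ranking by q-value, and shifts of 5 to 20 kb in place of random placement.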

Results

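SIN3 is the scaffold protein of a histone deacetylase complex, and Drosophila cells make it in several isoforms that differ at the C-terminal end. The series mapped 2 of these isoforms by chromatin immunoprecipitation and sequencing (ChIP-seq) in S2 cells, a cultured Drosophila embryonic line, that had been stably transfected with SIN3 187 or SIN3 220 carrying an HA tag. The 8 samples formed 4 groups of 2 replicates, namely the HA immunoprecipitate and the input DNA of the SIN3 187HA line and of the SIN3 220HA line. The replicates had been joined before the peaks were called, so each isoform had 1 unfiltered and 1 filtered peak list, and no value had a spread between replicates. Intervals given for shares are 95% exact binomial intervals and cover counting error within a list alone. All positions are in the dm3 build. The SIN3 187HA line had been induced with copper and the SIN3 220HA line had not, so the isoform and the induction changed together.

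The unfiltered lists held 9011 peaks for SIN3 187HA and 8862 peaks for SIN3 220HA. The filtered lists held 4903 and 5810 peaks, which is 54.4% and 65.6% of the unfiltered peaks. Every filtered peak was found in the unfiltered list of the same isoform with the same start and end. The lowest fold enrichment among filtered peaks was 3.00 in both lists. The lowest -log10 p-value among filtered peaks was 21.6 for SIN3 187HA and 21.9 for SIN3 220HA. Of the unfiltered peaks with at least 3-fold enrichment, 1550 SIN3 187HA peaks and 662 SIN3 220HA peaks were absent from the filtered lists. All 662 of the SIN3 220HA peaks and 1548 of the SIN3 187HA peaks lay below the lowest -log10 p-value that was kept. The remaining 2 SIN3 187HA peaks, at 11157990 to 11158272 and at 20349559 to 20350130 on 3L, had the same fold enrichment of 4.19 and the same -log10 p-value as the weakest kept peak, at 6488186 to 6488538 on 3L. At or past the lowest kept -log10 p-value, 34 SIN3 187HA and 156 SIN3 220HA peaks were below 3-fold and absent. Apart from the tied peaks, the filtered lists therefore equal the unfiltered lists cut at 1 p-value per list and at 3-fold. They do not show whether each kept peak was found in both replicates.

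Filtered peaks had a median width of 818 bp (quartiles 554 and 1217 bp) for SIN3 187HA and 844 bp (quartiles 576 and 1274 bp) for SIN3 220HA. They covered 4.90 Mb and 6.03 Mb of the genome. Raising the threshold to 5-fold enrichment left 3354 and 3907 peaks and moved the median width to 909 and 1007 bp. The median fold enrichment was 5.997 (quartiles 4.70 and 8.10) in the SIN3 187HA list and 6.22 (quartiles 4.53 and 9.02) in the SIN3 220HA list. Fold enrichment was compared within a list alone, because the lists differed in the reads behind their peaks.

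The total number of reads per sample was not used here, and the reads behind each peak were instead recovered from the peak values. The fold enrichment and the p-value of a peak together fix the number of reads piled up at its summit and the local background from the input. The recovered pileup was a whole number for 9008 of 9011 SIN3 187HA peaks and for 8860 of 8862 SIN3 220HA peaks. Filtered peaks had a median pileup of 125 reads (quartiles 93 and 177) for SIN3 187HA and 189 reads (quartiles 130 and 296) for SIN3 220HA. The lowest background in a list was 12.1 reads for SIN3 187HA and 15.2 reads for SIN3 220HA, a ratio of 1.26. The median background of filtered peaks was 19.7 and 29.4 reads, a ratio of 1.49. The SIN3 220HA peaks therefore rested on more reads than the SIN3 187HA peaks. The ratios of 1.26 and 1.49 differ, so neither is taken as the ratio of total reads.

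The central comparison asked how far the isoforms occupied the same sites. A peak was counted as shared when 1 peak of the other filtered list covered at least 50% of its length. By this rule 4217 of 4903 SIN3 187HA peaks were shared, a share of 86.0% (interval 85.0 to 87.0%). Of the 5810 SIN3 220HA peaks, 3950 were shared, a share of 68.0% (interval 66.8 to 69.2%). Both shares come from the same overlaps between the lists, so setting their intervals side by side is not a test between the isoforms. The alternative that moved a share most was an overlap of at least 80% of the peak, under which the SIN3 220HA share was 47.0%. With equal numbers of peaks and the main rule, the shares were 81.5% for SIN3 187HA and 74.7% for SIN3 220HA. The distance between them was smaller and the order was kept under that rule. The rule is read from the counted peak. Read from the other isoform's peak, the counts of the full lists went the other way, 3841 SIN3 187HA against 4034 SIN3 220HA peaks. The order with equal numbers may therefore come from the rule and is not shown to be a property of the isoforms.

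Random placement of the other list within each chromosome gave far lower overlap. Over 1000 placements the share of SIN3 187HA peaks overlapped had a median of 4.49% and ran from 3.53 to 5.53%. For SIN3 220HA peaks the median was 3.58% and the range was 2.84 to 4.35%. In both lists 0 of the 1000 placements reached the observed share. Shifting each peak of the other list by 5 to 20 kb, which keeps the peaks in the same neighbourhoods, gave medians of 8.44 and 6.82%. These placements describe the lists at hand and are not a test between the isoforms. They do not keep peaks near transcription start sites, where the study placed most peaks, so general overlap at such sites is not set apart. The study also stated that part of its peaks overlapped published sites proposed to be false positives. The series held no immunoprecipitate from untagged cells, so signal independent of the tagged isoforms was not measured.

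The share of shared peaks rose with fold enrichment in both lists, apart from a lower value in decile 2 of the SIN3 220HA list. In the lowest decile of the SIN3 187HA list 70.7% of peaks were shared (interval 66.4 to 74.7%), against 95.9% in the highest decile (interval 93.8 to 97.5%). In the SIN3 220HA list the shares were 43.5% (interval 39.5 to 47.7%) in the lowest decile and 91.7% (interval 89.2 to 93.8%) in the highest. Decile 2 of that list had 40.6% (interval 36.6 to 44.7%). When SIN3 220HA peaks were ranked by q-value, the lowest decile had a share of 30.3%.

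**Figure D1:**
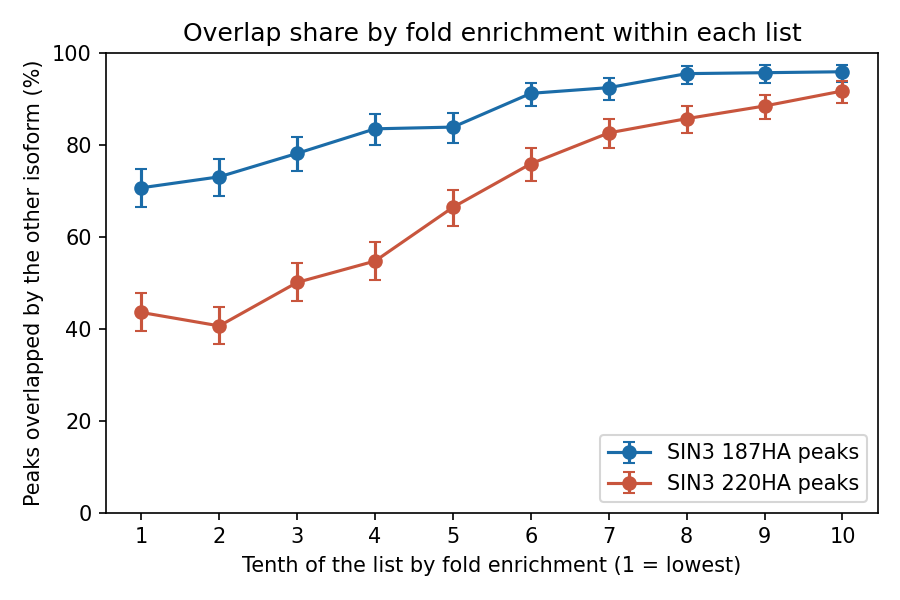
Share of peaks overlapped by the other isoform (%, y axis) for each decile of the filtered list ordered by fold enrichment (x axis, 1 is the lowest), for SIN3 187HA (blue) and SIN3 220HA (red), with bars for 95% exact binomial intervals. From the lowest to the highest decile, the share goes from 70.7 to 95.9% for SIN3 187HA and from 43.5 to 91.7% for SIN3 220HA. Decile 2 of the SIN3 220HA list has 40.6%.

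Peaks that were not shared, called isoform-only here, numbered 686 for SIN3 187HA and 1860 for SIN3 220HA. Their median fold enrichment was lower than that of shared peaks of the same list. It was 4.75 (quartiles 4.08 and 5.78) against 6.28 (quartiles 4.90 and 8.39) for SIN3 187HA, and 4.74 (quartiles 3.96 and 6.09) against 7.29 (quartiles 5.25 and 10.2) for SIN3 220HA. Of 10000 random draws of as many peaks from the same list, 0 had a median as low, in either list. The lower part of the list by fold enrichment, below its median, held 79.2% of the SIN3 187HA-only peaks and 76.4% of the SIN3 220HA-only peaks.

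**Figure D2:**
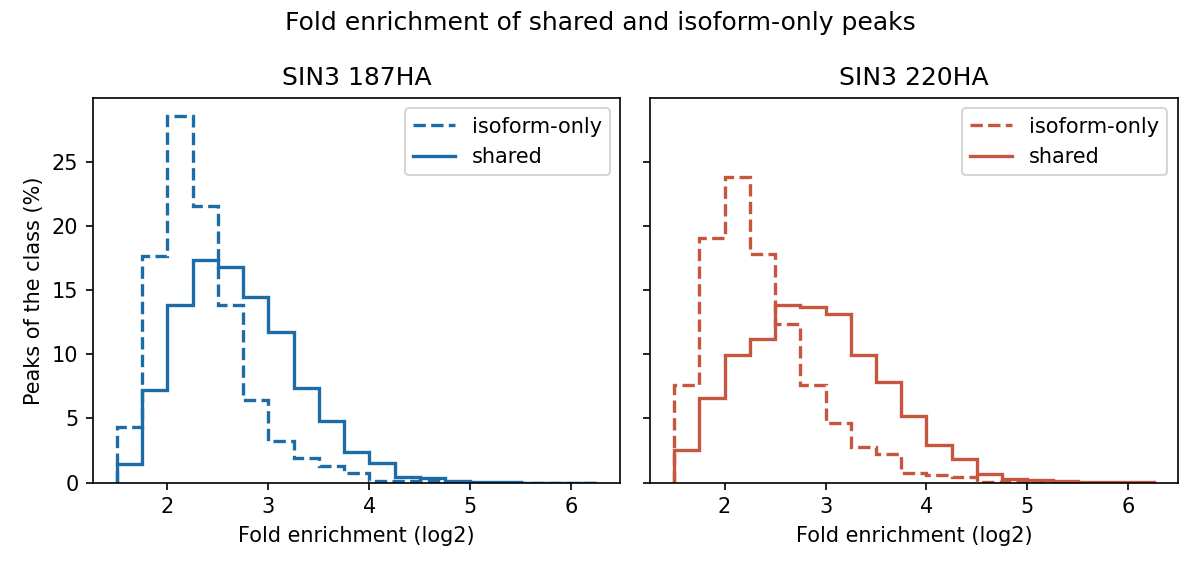
Percentage of the peaks of each class (y axis) by log2 fold enrichment (x axis) for the SIN3 187HA list (left) and the SIN3 220HA list (right), with shared peaks as solid lines and isoform-only peaks as dashed lines. Isoform-only peaks lie to the left of shared peaks in both lists, with median fold enrichments of 4.75 and 4.74 against 6.28 and 7.29.

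Most isoform-only peaks met a peak of the other isoform in its unfiltered list. At an overlap of 1 bp or more this held for 506 of 686 SIN3 187HA-only peaks, or 73.8% (interval 70.3 to 77.0%), and for 1501 of 1860 SIN3 220HA-only peaks, or 80.7% (interval 78.8 to 82.5%). Random placement of the unfiltered list gave medians of 11.7 and 11.02%, and shifts of 5 to 20 kb gave medians of 18.2 and 18.3%. With an overlap of at least 50% of the peak in place of 1 bp, the shares were 34.1 and 45.5%, so the statement that most were met rests on the 1 bp rule. Of the peaks met, 150 SIN3 187HA-only and 343 SIN3 220HA-only peaks touched a filtered peak that covered less than 50% of them, and 356 and 1158 touched only a peak that had been filtered out. The peaks that met nothing in the other unfiltered list numbered 180, or 3.67% of the SIN3 187HA list, and 359, or 6.18% of the SIN3 220HA list.

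The peaks named here were chosen by a rule fixed before the data were examined. The shared SIN3 187HA peak of highest fold enrichment lay on 3L at 11700784 to 11701920, with a fold enrichment of 43.5. The SIN3 220HA peak over it, at 11700754 to 11702658, was also the highest of its list, at 66.8. The next SIN3 187HA peak, on 3R at 628752 to 629441, had a fold enrichment of 40.5, and the SIN3 220HA peak at 628741 to 629516 had 60.0. The SIN3 187HA peak on 2L at 12009955 to 12012914 had a fold enrichment of 36.6 and met a SIN3 220HA peak of 16.8-fold, which ranked 221 in that list. The SIN3 220HA peak on 2L at 15745485 to 15748402 had a fold enrichment of 64.7 and met a SIN3 187HA peak of 30.5-fold, which ranked 6 in that list.

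Among peaks that met nothing in the other unfiltered list, the highest for SIN3 187HA lay on X at 1182911 to 1183683, with a fold enrichment of 14.9. It was followed by peaks on X at 1176403 to 1176948, with 13.1-fold, and on 3R at 19211856 to 19212336, with 11.7-fold. For SIN3 220HA the highest lay on X at 2072751 to 2073178, with 14.0-fold. The next were on 3L at 5833488 to 5834236, with 13.9-fold, and on 3R at 635574 to 636261, with 11.9-fold. Genes were not assigned to any of these positions.

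The arms 2L, 2R, 3L, 3R and X held 4883 of 4903 SIN3 187HA peaks, or 99.6% (interval 99.4 to 99.8%), and 5771 of 5810 SIN3 220HA peaks, or 99.3% (interval 99.1 to 99.5%). Chromosome 4 held 11 and 27 peaks. The X chromosome held 14.8% of SIN3 187HA peaks (interval 13.8 to 15.8%) and 16.2% of SIN3 220HA peaks (interval 15.3 to 17.2%). It made up 18.9% of the length of the 5 arms, taken from the first to the last peak on each arm, which lay above both intervals. In the unfiltered lists its share was 17.7% (interval 16.9 to 18.5%) for SIN3 187HA and 18.5% (interval 17.7 to 19.3%) for SIN3 220HA, so the lower share was not seen in the unfiltered SIN3 220HA list. Arm 2R held 20.6% of SIN3 187HA peaks (interval 19.5 to 21.8%) and 20.3% of SIN3 220HA peaks (interval 19.3 to 21.4%), against 17.8% of the length. Arm 2L held 17.2% of SIN3 220HA peaks (interval 16.2 to 18.2%), against 19.3% of the length. Arm 3L held 22.0% of SIN3 187HA peaks (interval 20.8 to 23.2%), against 20.6%. The intervals of the other list on 2L and 3L, and of SIN3 187HA on 3R, included the share of the length. On 3R the SIN3 220HA interval, 23.4 to 25.7%, held the 23.5% of the length only at its lower edge. Shares of peaks are over all chromosomes and shares of length over the 5 arms, so inclusion is not claimed there.

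Peaks on X were also shared less often than peaks on the autosomal arms. For SIN3 220HA the shares were 59.6% of 942 peaks (interval 56.3 to 62.7%) and 69.8% of 4829 peaks (interval 68.5 to 71.1%). For SIN3 187HA they were 82.9% of 725 peaks (interval 79.95 to 85.6%) and 86.5% of 4158 peaks (interval 85.5 to 87.6%). The median background of unfiltered peaks on X was 12.4 reads against 19.9 reads on the autosomal arms for SIN3 187HA, and 18.5 against 30.4 reads for SIN3 220HA.

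The recovered background was raised over short runs of neighbouring peaks. The highest run lay on 3R at 17478177 to 17497989 in the SIN3 187HA list, where 7 peaks had backgrounds from 428 to 633 reads and a median of 544 reads, 29.0 times the median of the list. The 7 SIN3 220HA peaks in the same interval had a median background of 45.6 reads, 1.61 times the median of that list, and a highest value of 133 reads. The fold enrichment of the 7 SIN3 187HA peaks ran from 1.44 to 17.8 with a median of 4.27, against a median of 4.04 for the unfiltered list.

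**Figure D3:**
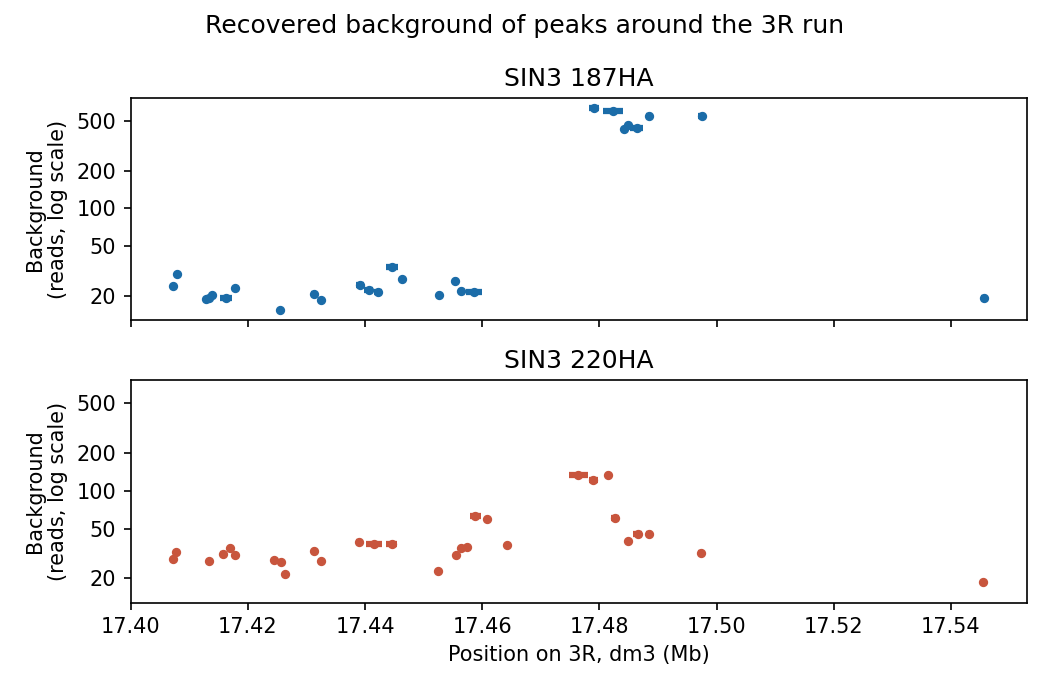
Recovered input background in reads (y axis, log scale) of each unfiltered peak by its position on 3R in Mb (x axis, dm3), for SIN3 187HA (upper panel) and SIN3 220HA (lower panel), with bars for the extent and points for the middle of each peak. The 7 SIN3 187HA peaks of the run lie between 428 and 633 reads, and the SIN3 220HA peaks of the same interval reach 133 reads.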

Values the study reported

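The study reported 4903 peaks for SIN3 187 and 5810 peaks for SIN3 220 after filtering. It reported that, with an overlap of at least 50 %, 86 % of the SIN3 187 peaks and 73 % of the SIN3 220 peaks overlapped. It placed 99 % of the peaks on the arms 2L, 2R, 3L, 3R and X.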

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

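No paired analysis was possible because the replicates were joined before the peaks were called and no result comes from a test between groups. Leaving out each replicate was not run for the same reason. The alternatives for genomic features, assigned genes and copper-responsive loci were not run, because no gene annotation of the dm3 build was used here. The overlap of at least 50% of the other isoform's peak, the multiples of 3 and 6 for runs of background, and the second definition of the p-value were chosen after seeing the data. The cause of the changes below was not tested, except where the alternative itself removes peaks or bases.

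The SIN3 187HA share of shared peaks, 86.0% by the main rule, was above the SIN3 220HA share, 68.0%, and the order was the same under each alternative. Under rules that treat both peaks alike, the list lengths largely fix this order: 3700 peaks of each list were shared at 50% of both peaks, and 3321 of each for summits within 100 bp. At 50% of the other isoform's peak fewer SIN3 187HA peaks (3841) than SIN3 220HA peaks (4034) were overlapped, so there too the order comes from list length. These rules therefore say nothing about its stability. With equal numbers of peaks in both lists, list length plays no part, but this was run only with the rule read from the counted peak. Read from the other isoform's peak, the counts of the full lists went the other way, 3841 against 4034. The order with equal numbers is therefore shown for the main rule alone. The pairs of shares, SIN3 187HA first, were 89.1 and 73.9% at 1 bp, 75.5 and 63.7% at 50% of both peaks, 88.9 and 73.7% at 50% of either peak, 75.5 and 47.0% at 80% of the peak, 67.7 and 57.2% for summits within 100 bp, 78.3 and 69.4% at 50% of the other isoform's peak, 82.3 and 65.7% at 5-fold, 76.0 and 69.4% for unfiltered lists, 90.8 and 82.5% against the other unfiltered list, and 81.5 and 74.7% for equal numbers of peaks. At 4-fold the SIN3 187HA share was 82.9%, and the SIN3 220HA share stayed within its interval. Using the 5 arms alone left both shares within their intervals. Merging over gaps of up to 100 bp joined no peaks in either list, so it says nothing about stability.

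Random placement gave 8.44 and 6.82% with shifts of 5 to 20 kb, and 9.44 and 8.02% at 1 bp, far below the observed shares. The shares of isoform-only peaks that met an unfiltered peak were 34.1 and 45.5% at 50% of the peak, 91.2 and 92.8% at 5-fold, and 66.4 and 76.3% for peaks isoform-only at 1 bp. At 5-fold more of the other list is filtered out, which by construction raises this share.

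For peaks isoform-only at 1 bp, 87.5% (SIN3 187HA) and 86.2% (SIN3 220HA) lay in the lower part of the list by fold enrichment. By q-value the SIN3 220HA share was 80.1%. At 1 bp the highest decile had shares of 99.4 and 99.0%, and the lowest SIN3 220HA decile by q-value had 30.3%. In each case isoform-only peaks were weaker, and the highest decile was shared more than the lowest.

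The share of peaks on the 5 arms was 99.9 and 99.6% at 5-fold, and 99.2 and 99.0% in the unfiltered lists. The median width was 909 and 1007 bp at 5-fold. The X share held below 18.9% of the arm length in the filtered lists, but the interval of the unfiltered SIN3 220HA share, 17.7 to 19.3%, included it. Of the other values, 8 moved: the X share, the number of runs of raised background and the share of whole pileups each moved under at least 1 alternative. The number of runs was 3 per list, 7 and 5 at 3 times the median, and 2 and 0 at 6 times. With the probability of at least the pileup, 11.03 and 10.2% of pileups came out whole.

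The number of reads behind the peaks limits these results. The SIN3 187HA peaks rest on fewer reads than the SIN3 220HA peaks, so a SIN3 220HA peak without a SIN3 187HA counterpart is one for which none was detected at the depth of that list, which is not the same as absence.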

Other observations

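The shares of isoform-only peaks that met an unfiltered peak, and the class of peaks that met none, were planned before the data were examined. Their use below as tests of an explanation, and the tests on runs and single peaks of raised background, were chosen only after the result was seen. The tests on the X chromosome were written down before their values were computed, but the rule for reading the test on pileup was made stricter after its values were seen. The values that decide between readings of a run, at under 0.5 and at least 0.8 of the ratio in the list with the run, were set after the ratios were seen.

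Counting the 4217 overlapped SIN3 187HA peaks over the 5810 peaks of the SIN3 220HA list gave 72.6%. Counting the overlapped SIN3 220HA peaks themselves, of which there were 3950, gave 68.0%. The 50% rule is read from the peak that is counted, so the lists give different numbers of overlapped peaks.

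Many isoform-only peaks may owe their class to the filters or to the overlap rule. In line with this, 73.8% of SIN3 187HA-only and 80.7% of SIN3 220HA-only peaks met an unfiltered peak of the other isoform, against at most 15.3 and 13.2% in 1000 random placements and at most 22.9 and 21.3% in 1000 shifts of 5 to 20 kb. At 50% of the peak the shares were 34.1 and 45.5%, so a large part of these meetings were partial. Of the peaks that met one, 356 SIN3 187HA-only and 1158 SIN3 220HA-only peaks met only a filtered-out peak. For them, loss at the filters cannot be told apart from weaker binding of the other isoform. A difference in binding between the isoforms, or in induction between the lines, stays open for all isoform-only peaks and was not tested.

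Peaks that met nothing in the other unfiltered list were mostly weak, but not all of them. In the lower part of the list by fold enrichment lay 90% of the 180 SIN3 187HA peaks (interval 84.7 to 94.0%) and 92.2% of the 359 SIN3 220HA peaks (interval 88.9 to 94.8%). Weakness is therefore not the reason for all of them, since 18 SIN3 187HA and 28 SIN3 220HA peaks lay in the upper part. Both intervals include the 90% that had been set as almost all, so the share leaves open whether weakness accounts for almost all of the class. For the peaks in the lower part, the share cannot separate weakness from other reasons, because all of them are weak by this measure.

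The lower share of shared peaks on X was weighed against 4 technical explanations. Weaker enrichment on X is argued against, since the difference stayed at -5.83 percentage points (interval -8.67 to -2.99) for SIN3 187HA and at -10.6 (interval -13.7 to -7.50) for SIN3 220HA within deciles of fold enrichment. Fewer DNA copies of X, and so fewer reads, is a candidate explanation. The median background on X was 0.623 of that on the autosomal arms for SIN3 187HA (interval 0.610 to 0.641) and 0.610 for SIN3 220HA (interval 0.597 to 0.628). The floor was reached by 47.2 and 28.2% of X peaks, against 3.51 and 2.30% of peaks on the autosomal arms. The X medians lay above the floor, but the lower end of the SIN3 187HA interval is bounded by it. Within deciles of recovered pileup the difference was 2.56 percentage points (interval -0.637 to 5.76) for SIN3 187HA and 7.39 (interval 4.12 to 10.7) for SIN3 220HA. This does not isolate read number, because a lower background gives X peaks a higher fold enrichment at equal pileup, and sharing rose with fold enrichment. Whether read number is the whole cause therefore cannot be told apart from a mixture of causes. Loss of X peaks at the filters also stays open, because 75% of SIN3 187HA-only and 80.1% of SIN3 220HA-only X peaks met an unfiltered peak, against 73.4 and 81.1% on the autosomal arms.

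The run of 7 SIN3 187HA peaks on 3R at 17478177 to 17497989 had a background 29.0 times the median of its list, against 1.61 times in the SIN3 220HA list. A property of the sequence common to both lines, such as repeats or mapping, is argued against by this difference as the whole cause. It stays open as part of the cause at the left end of the run. There the SIN3 220HA peaks starting at 17478250 and 17481129 had backgrounds of 122 and 133 reads, against a list median of 28.2 reads. The other SIN3 220HA peaks of the interval had 31.6 to 60.5 reads. Extra DNA copies in the SIN3 187HA line are a candidate explanation. The fold enrichment of the 7 SIN3 187HA peaks ran from 1.44 to 17.8. Their pileups ran from 615 to 7803 reads, above the upper quartile of 177 reads among filtered SIN3 187HA peaks, so the immunoprecipitate was high there as well as the input. DNA from another source in the libraries of that line was not tested. Peaks in such a run rest on many more reads, and their p-values are not comparable with those of other peaks.

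The run of 14 SIN3 220HA peaks on 3L at 616333 to 654633 had a background 5.82 times the median of its list, and the SIN3 187HA peaks there had 3.78 times theirs. Both lists were raised, by amounts that lie between the values set as alike and as far lower. A shared property of the sequence and extra copies in 1 line cannot be told apart for this run. The remaining 4 runs went both ways. The SIN3 220HA runs on 3R at 16848829 to 16886540 and on 2R at 1606147 to 1645798 had 8.91 and 4.87 times the median of their list, against 21.6 and 3.96 times in the SIN3 187HA list, so both lists were raised alike or the other list more. The SIN3 187HA runs on 3L at 3416235 to 3426156 and at 8671991 to 8712181 had 5.02 and 7.18 times the median, against 1.957 and 3.53 times in the SIN3 220HA list. For these SIN3 187HA runs, the other list lay under the 0.5 of the ratio that had been set as far lower. Beyond this reading of the ratios, no explanation was tested for the 4 runs.

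Backgrounds above 1000 reads occurred at 5 unfiltered peaks. On 3R near 5610034 and on X near 5571216 they occurred in both lists, and on 2R near 8479848 in the SIN3 220HA list alone. The highest, on X in the SIN3 220HA list, had a background of 8628 reads and a fold enrichment of 1.93, yet ranked 21 by p-value in that list. All 5 were absent from the filtered lists. A regional gain of DNA copies is argued against, since peaks 10 to 100 kb away had a median background of 0.812 times the median of the list. This does not bear on extra copies of a shorter stretch of DNA. Both lines carry a transfected construct, and construct-derived loci were not analysed here, so such copies stay open. No biological explanation was tested.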
